A study of Mus musculus with 108 samples.

How the data were processed

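The samples were single mouse oocytes from females with an oocyte-specific knockout of Exosc10 (cKO) and from control females. Of 108 samples, 64 were polyA libraries, 22 were RiboMinus libraries (made without selection of polyadenylated RNA, with ribosomal RNA removed) and 22 were rRNA files with the same female and oocyte numbers as the RiboMinus libraries. The stages were GV (germinal vesicle, before meiotic resumption), GV3h (3 hours in culture, polyA libraries only) and MII (eggs from the oviduct). Each sample was placed in 1 of 14 groups by library type, stage and genotype, all read from its title. The titles also gave a female number and an oocyte number. There were 16 females in the polyA libraries and 7 in the RiboMinus libraries, 23 in total.

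The deposited gene files hold raw counts per Ensembl mouse gene ID, with no normalization, for 1 library per file and with 5 summary lines for reads outside genes, ambiguous reads and similar classes. The deposited rRNA files hold raw counts for 7 segments of the ribosomal RNA precursor, named by position. Per the labels' protocols, the authors captured polyA RNA from each lysed oocyte on oligo(dT) beads, reverse transcribed and amplified it, and built Nextera libraries. Per the labels' protocols, the RiboMinus and rRNA libraries were made by the authors with the Ovation Solo system, and random hexamers primed the RiboMinus reverse transcription. The labels name no aligner, genome build, annotation release, strand setting or duplicate removal, so no gene coordinates are given here, and genes that overlap or share sequence with others are described as uncertain. Symbols came from a supplied table of gene names: 55394 of the 55573 gene IDs had a symbol and 179 had none. The rRNA segments were assigned to 5′ETS, ITS1, ITS2 and 3′ETS (spacers removed during maturation) and to the 3 mature rRNAs from their order along the precursor.

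Per the labels, the authors added a synthetic spike-in mix to each oocyte. The gene files have 0 lines that start with ERCC, so RNA amounts per spike-in were not analysed here. Every change in a gene is therefore relative to the other genes of the same library, and a change in total RNA per oocyte cannot be seen.

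The 5 genotype contrasts (cKO against control in each library type and stage), 6 stage contrasts within genotype and 3 interactions of stage and genotype were each fitted with edgeR 4.0.16 in R 4.3.3. Counts were filtered with filterByExpr, scaled with TMM factors and tested with quasi-likelihood F tests (glmQLFit, glmQLFTest), using only the groups compared and no covariates. All these tests were two-sided. A gene was called when its Benjamini-Hochberg adjusted p was under 0.05. CPM values of genes are TMM-scaled, and CPM values of rRNA segments are relative to the rRNA total of the oocyte. The oocyte was the replicate, as the labels list it. Oocytes of one female are not independent, and genotype does not vary within a female, so the genotype counts and the genes named are also given from a fit on counts summed per female, except at RiboMinus MII, where the controls came from 1 female.

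Named genes followed a rule written before the data were examined: Exosc10, and for each genotype contrast the 3 largest rises and the 3 largest falls in log2 fold change. They had to be called, to have an average log2 CPM of at least 3, and to have cKO and control female means that did not overlap. Exosc10 took 1 of the 3 falls in each contrast. Genes of 3 lists fixed before the data were examined (exosome subunits and cofactors, meiotic resumption and lamina, endomembrane) could also be named when called. A fold change against a group whose libraries all held 3 counts or fewer is given as a lower bound, computed against 3 counts.

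For rRNA, the log2 ratio of summed spacer counts to summed mature rRNA counts was computed per oocyte. Shares of counts on snoRNA genes (141), replication-dependent histone genes (70) and mitochondrial genes (37), chosen by symbol, were computed per oocyte. These values were compared with two-sided exact permutation tests of the difference in means, adjusted by Benjamini-Hochberg over 15 class tests or over the 7 rRNA segments of a stage. Relations across oocytes used permutation tests, exact for 8 oocytes and with 100000 resamples for 10 or more. Exact tests used scipy 1.17.1 with numpy 2.4.6 and pandas 2.3.3 in Python 3.11.15, and figures used matplotlib 3.10.9.

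The alternatives were the DESeq2 1.42.0 Wald test, edgeR with DESeq2 size factors, no filter on low counts (genes with at least 1 count), a mean of at least 50 counts, counts summed per female, limma 3.58.1 voom with the female as a random block, all groups of a library type in one fit, and leaving out each female in turn. For groups of 5 or fewer oocytes each oocyte was also left out in turn. For rRNA the alternatives were each spacer over 18S alone (with 1 added to the spacer count), female means as replicates, and leaving out each female or, at MII, each oocyte. Chosen after seeing the data were scaling by library totals without TMM factors, pairs of females formed by their numbers as a covariate in the polyA GV and GV3h contrasts (in the fit on oocytes, the fit on female sums and the voom fit), and leaving out single oocytes in the RiboMinus stage contrasts and interaction. The pairs were V856 with V857 and V888 with V889 at GV, and V946 with V951, V982 with V983 and V993 with V995 at GV3h, where only V982 and V983 have consecutive numbers. Other splits of the oocytes were drawn with fixed seeds, at most 100 per result.

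GC content and length came from the longest transcript of each gene in GENCODE M21 transcripts, found for 99.9% of the tested genes. Which genes lie nearest Exosc10 came from the annotation of the same release, on GRCm38, and no position from it is printed. The build behind the deposited counts may differ.

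The edgeR code was tested on simulated counts drawn from the means and library sizes of the polyA GV libraries, with 200 genes changed 2-fold. Without added variation between females, the fit on oocytes made 109 calls among 14328 genes tested, recovered 51.5% of the changed genes and made 6 false calls. With an added female SD of 0.27 on the log2 scale, the size estimated from these libraries, it made 786 calls among 14294 genes, of which 675 were false. The fit on female sums made 46 calls without the added variation among 14604 genes and 4 with it among 14606 genes. The simulated spread between oocytes was estimated by genotype alone, so it already held differences between females before any were added. Each setting was simulated without repeats. These counts therefore check the code and do not estimate the false calls of the real contrasts. The permutation code gave p under 0.05 in 6.5% of 200 simulations without a shift and in 92.5% of 200 simulations with a shift of 2 SD.

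Total counts per library were 4638718 to 8735914 for polyA, 12319658 to 62675760 for RiboMinus and 482609 to 1473517 for rRNA. The smallest share a library can show was taken as 3 counts of its total. Intervals and floors cover counting error alone, since amplified reads without molecular identifiers are not independent molecules. No pair of polyA or RiboMinus libraries within a group was a duplicate: the smallest chi-square per degree of freedom between such pairs was 5.56. The rRNA files were not compared in this way.

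Some of the alternatives chosen before the data were examined were not run. Spike-in scaling was not used here for the reason above. A fit without libraries under 500000 counts was not needed, because 0 gene libraries fell under that limit. Female sums were not fitted for the RiboMinus contrasts that include MII controls, which came from 1 female, and that female could not be left out.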

Results

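RNA was measured in single oocytes of females whose oocytes lack Exosc10, the gene of a ribonuclease of the nuclear RNA exosome, and of control females. The polyA libraries held 15 cKO and 7 control oocytes at GV, 11 and 8 at GV3h, and 15 and 8 at MII. The RiboMinus libraries held 7 cKO and 8 control oocytes at GV and 4 and 3 at MII, and the rRNA files held the same numbers. At polyA GV the oocytes came from 2 cKO and 2 control females, and at polyA GV3h and MII from 3 and 3. The RiboMinus and rRNA oocytes came from 2 and 2 females at GV and from 2 and 1 at MII.

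Depth differed between the groups. Total gene counts ranged from 5381816 to 7727869 in polyA GV cKO oocytes and from 5535240 to 6700256 in their controls. At GV3h the ranges were 5476376 to 8415126 and 4638718 to 5728197, and at MII they were 6413351 to 8735914 and 6863768 to 8459101. RiboMinus totals were 13665258 to 23414673 in GV cKO oocytes and 12319658 to 16800566 in GV controls. At MII they were 20678209 to 62675760 and 16220993 to 20447150. Total rRNA counts were 790753 to 1105224 and 855952 to 1473517 at GV, and 749563 to 1344559 and 482609 to 604349 at MII.

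The targeted gene was examined first, as a check of the genotype labels. Exosc10 (ENSMUSG00000017264) averaged 1.23 ± 1.05 CPM (SD, n = 15) in polyA GV cKO oocytes and 54.7 ± 6 CPM (n = 7) in controls. At GV3h it averaged 1.67 ± 1.3 CPM (n = 11) against 102 ± 24.8 CPM (n = 8), and at MII 0.429 ± 0.554 CPM (n = 15) against 79.2 ± 33.7 CPM (n = 8). In RiboMinus libraries the averages were 3.56 ± 2.49 CPM (n = 7) and 134 ± 20.3 CPM (n = 8) at GV, and 1.91 ± 1.32 CPM (n = 4) and 93.7 ± 11.3 CPM (n = 3) at MII. The log2 fold changes were −5.46, −5.95 and −7.44 in the polyA contrasts at GV, GV3h and MII, and −5.25 and −5.66 in the RiboMinus contrasts at GV and MII. Their edgeR adjusted p-values ranged from 9.14e-13 to 9.93e-05. The highest cKO oocyte reached between 4.46% and 8.67% of the lowest control of its contrast, so the label of every oocyte matched its Exosc10 level.

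**Figure D1:**
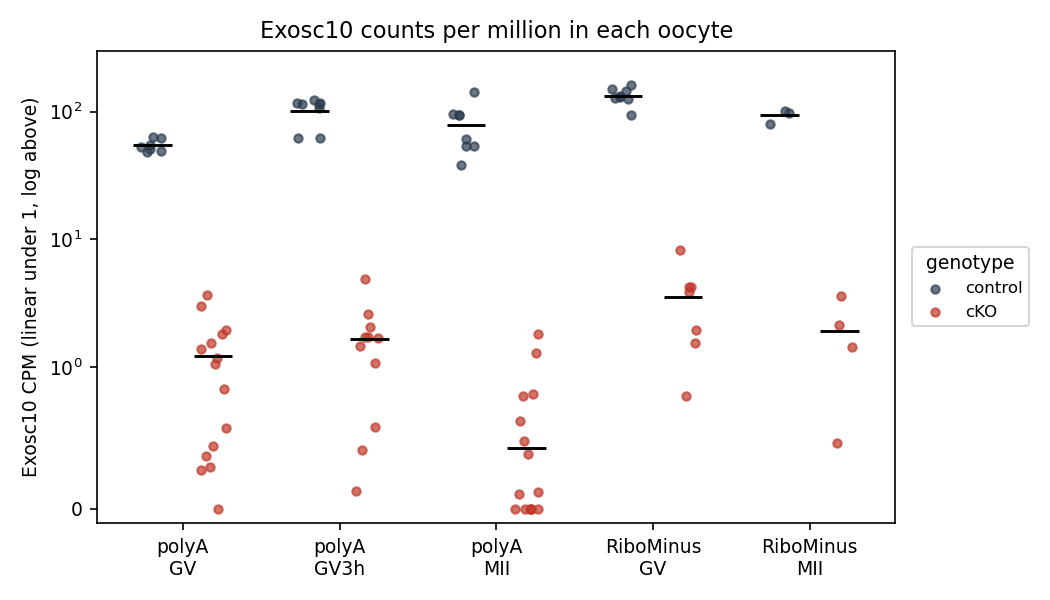
Exosc10 CPM (vertical axis, linear under 1 and log above) in each oocyte, by library type and stage, for controls and cKO oocytes, with horizontal bars at the group means. In polyA GV oocytes the highest cKO value was 3.64 CPM and the lowest control value 48.5 CPM, and the genotypes are separate in each of the 5 contrasts.

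The genotype contrasts ask which transcripts differ in relative counts when oocytes without Exosc10 are at the same stage as controls. PolyA libraries were captured on oligo(dT) beads, so their counts depend on capture by the poly(A) tail as well as on amount. A change in tail cannot be separated from a change in amount in these libraries. At polyA GV, edgeR called 5908 of 14606 tested genes (40.4%), 3207 higher and 2701 lower in cKO oocytes, and 2649 of these changed at least 2-fold. The setting that moved this count most was the fit on counts summed per female, 2 against 2, which called 1 gene, Mt1, while 3446 genes had an unadjusted p under 0.05. Mt1 was picked out in that fit after its values were seen, and it is also among the genes named by rule. In that same fit Exosc10 itself fell by 5.47 on the log2 scale with an edgeR adjusted p of 0.0825. With pairs of females formed by their numbers as a covariate, chosen after seeing the data, female sums called 685 genes, Exosc10 among them (edgeR adjusted p 0.0118). Over all 14606 tested genes, female means of the genotypes did not overlap for 7736 (53%). With 2 females against 2, chance alone separates 33.3% of genes. Genes are not independent, so this comparison is no test.

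At polyA GV3h, edgeR called 7556 of 13622 genes, 4001 higher and 3555 lower, 3259 of them at least 2-fold. The fit on female sums, 3 against 3, called 6681 genes, and 6417 with pairs by number as a covariate. At polyA MII, 4727 of 12564 genes were called, 2388 higher and 2339 lower, 1774 of them at least 2-fold. Female sums called 2522 genes there. At RiboMinus GV, 5774 of 15347 genes were called, 3247 higher and 2527 lower, and 2628 changed at least 2-fold. Female sums, 2 against 2, called 3 genes there, with 4859 at an unadjusted p under 0.05. These 3 genes, Exosc10, Mt1 and Hist1h1e, were looked up after the count was seen. At RiboMinus MII, 3949 of 16675 genes were called, 2319 higher and 1630 lower, and 3237 changed at least 2-fold. All controls of that contrast came from 1 female, so genotype and female cannot be told apart in it.

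Scaling by library totals in place of TMM moved the split between higher and lower calls. The share of calls that were higher was 54.3% with TMM and 70.3% with library totals at polyA GV, 53% and 67.3% at GV3h, 50.5% and 61.9% at MII, and 56.2% and 66.3% at RiboMinus GV. The median log2 fold change of all tested genes moved from 0.056 to 0.209 at polyA GV, from 0.031 to 0.204 at GV3h and from 0.001 to 0.102 at RiboMinus GV. All other changes are given on the TMM scale.

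Among the genes named by rule at polyA GV, Mt1 (ENSMUSG00000031765) averaged 258 ± 83.7 CPM (SD, n = 15) in cKO oocytes and 0.863 ± 0.432 CPM (n = 7) in controls, a log2 fold change of 8.18 (SE 0.33, edgeR adjusted p 1.05e-14). Trap1a (ENSMUSG00000051257) averaged 17.2 ± 18.3 CPM in cKO oocytes and had 0 counts in every control, so it was at least 32.9-fold higher (edgeR adjusted p 0.000538). Its mean was 24.9 CPM in cKO female V888 and 1.86 CPM in V857, so most of this rise comes from 1 female. 4931408C20Rik (ENSMUSG00000073722) had at most 1 count in a control and was at least 34.1-fold higher (edgeR adjusted p 0.000153). The fits without V888 and without V857 gave it log2 values of 10.09 and 5.94. With at most 1 count in a control, neither value is a measured fold change. Both fits used the same controls, so they show only that the rise was larger in V857 than in V888. The falls were Flt1 (ENSMUSG00000029648), with a log2 fold change of −3.66 (SE 0.5, edgeR adjusted p 5.89e-06), and Chst11 (ENSMUSG00000034612), with −3.59 (SE 0.33, edgeR adjusted p 3.51e-08). With counts summed per female, none of these except Mt1 kept an adjusted p under 0.05. With the pairs of females as a covariate as well, all 5 did.

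At polyA GV3h the rises were Gm26917 (ENSMUSG00000097971), from 0.314 ± 0.295 CPM (n = 8) to 605 ± 391 CPM (n = 11), a log2 fold change of 10.82 (SE 0.67, edgeR adjusted p 1.79e-10), and Mt1, with 9.42 (SE 0.38, edgeR adjusted p 8.13e-14). Zfp622 (ENSMUSG00000052253) had at most 1 count in a control and was at least 20.6-fold higher (edgeR adjusted p 4.02e-08). The falls were Flt1, with −4.81 (SE 0.39, edgeR adjusted p 8.94e-09), and Igf1os (ENSMUSG00000058934), with −4.38 (SE 0.5, edgeR adjusted p 3.89e-07). Igf1os is named as opposite-strand to Igf1, so its counts are uncertain without a stated strand setting. Gm26917 is known to share sequence with ribosomal RNA, which was not checked here, so its counts are uncertain too. These 5 genes each kept an adjusted p under 0.05 with counts summed per female.

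At polyA MII the rises were Trap1a, at least 32.9-fold (0 counts in every control, edgeR adjusted p 2.54e-05), Tktl1 (ENSMUSG00000031397), with a log2 fold change of 6.41 (SE 0.75, edgeR adjusted p 1.86e-07), and Gm37372 (ENSMUSG00000102501), with 4.84 (SE 0.37, edgeR adjusted p 1.16e-10). The falls were Flt1, from 100 ± 40.9 CPM (n = 8) to 6.93 ± 3.21 CPM (n = 15), a log2 fold change of −3.85 (SE 0.27, edgeR adjusted p 3.64e-11), and Gm45645 (ENSMUSG00000109849), with −3.23 (SE 0.28, edgeR adjusted p 1.22e-09). Female sums left the adjusted p of each of these 5 genes under 0.05.

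At RiboMinus GV the rises were Mt1, from 0.326 ± 0.265 CPM (n = 8) to 118 ± 38.8 CPM (n = 7), a log2 fold change of 8.51 (SE 0.38, edgeR adjusted p 1.88e-10), Wnt9a (ENSMUSG00000000126), with 5.94 (SE 0.99, edgeR adjusted p 0.000773), and Tcf24 (ENSMUSG00000099032), with 5.84 (SE 0.87, edgeR adjusted p 0.000514). The falls were Gm10801 (ENSMUSG00000075015) and Gm10800 (ENSMUSG00000075014), with log2 fold changes of −4.63 (SE 1.16) and −4.51 (SE 1.14) and edgeR adjusted p-values of 0.00646 and 0.00693. Their control SDs, 460 and 1600 CPM, exceeded their control means of 358 and 1260 CPM. Both are predicted genes known for repeat-like sequence, which was not checked here, so their counts are uncertain. Of these, Mt1 kept an adjusted p under 0.05 with counts summed per female, and Wnt9a, Tcf24, Gm10801 and Gm10800 did not. Without cKO female V1131, Wnt9a, Gm10801 and Gm10800 lost their call, and the log2 fold change of Wnt9a was 2.43.

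At RiboMinus MII the rises were Gm12800 (ENSMUSG00000037028), at least 219-fold higher, Irgm2 (ENSMUSG00000069874), at least 92.6-fold, and Gm29125 (ENSMUSG00000101722), at least 80.4-fold. The controls (n = 3) had at most 1 count of Gm12800 and 0 counts of the other two, and the edgeR adjusted p-values were 7.36e-05, 0.000221 and 0.000407. The falls were Gm42553 (ENSMUSG00000105416), with a log2 fold change of −6.22 (SE 1.18, edgeR adjusted p 0.00306), and Me3 (ENSMUSG00000030621), with −4.83 (SE 0.64, edgeR adjusted p 0.000407). With 1 control female, no female sums were fitted for these genes.

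**Figure D2:**
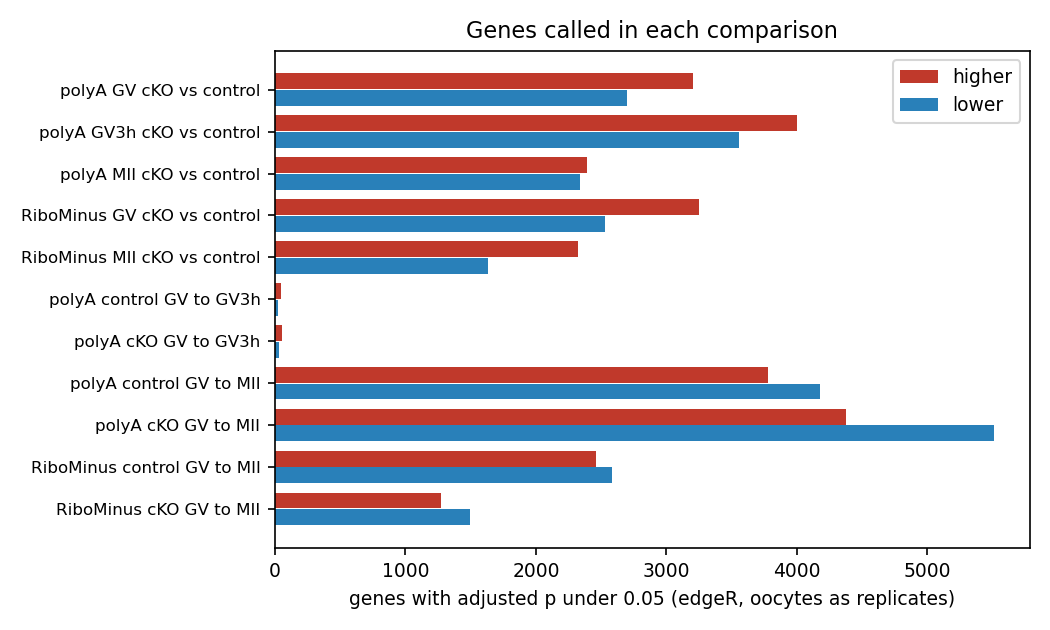
Number of genes with an edgeR adjusted p under 0.05 (horizontal axis, from 0) in each genotype and stage contrast, with oocytes as replicates. Red bars count genes higher in cKO oocytes or at the later stage and blue bars genes lower. The polyA contrasts from GV to GV3h call 66 and 86 genes, and the polyA cKO contrast from GV to MII calls 9887.

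Of the 15 genes in the exosome list, 15 were tested at polyA GV. Adjusted over all genes 6 were called, and adjusted over the list alone 6 were. At GV3h the numbers were 9 and 9, at MII 7 and 7 of 14 tested, at RiboMinus GV 5 and 8 of 15, and at RiboMinus MII 4 and 4 of 15. Mtrex, a helicase that works with the nuclear exosome, was lower in all 5 contrasts, with log2 fold changes from −0.59 to −1.21. Exosc6 was higher in the polyA contrasts at GV and GV3h (1.70 and 2.41) and in both RiboMinus contrasts (1.78 and 3.09). Exosc2 was higher in the 3 polyA contrasts, with log2 fold changes from 0.92 to 1.19. Fits on female sums called 0 of the 6 called genes of this list at polyA GV, 6 of 9 at GV3h, 2 of 7 at MII and 1 of 5, Exosc10, at RiboMinus GV. Mtrex, Exosc6 and Exosc2 were among those at GV3h, and Mtrex at MII.

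In the meiotic resumption and lamina list of 16 genes, 6, 9 and 4 were called over all genes at polyA GV, GV3h and MII, and 6, 10 and 4 over the list alone. At RiboMinus GV 6 and 6 were called, and at RiboMinus MII 6 and 8. Ccnb3 was lower in all 5 contrasts, with log2 fold changes from −0.99 to −3.39. Lmna was lower in both RiboMinus contrasts and at polyA GV and GV3h, with −0.72 to −0.88. Plk1 was lower in the 3 polyA contrasts and at RiboMinus GV, with −0.41 to −0.60. Wee1 was higher at polyA GV, GV3h and RiboMinus GV, with log2 fold changes of 1.78, 2.19 and 1.70, and lower at RiboMinus MII (−0.94), where it was called over the list alone (edgeR p adjusted over the list 0.0483). Of the genes called over all genes, female sums called 0 of 6 at polyA GV, 5 of 9 at GV3h, 3 of 4 at MII and 0 of 6 at RiboMinus GV. Ccnb3, Lmna, Plk1 and Wee1 were among those at GV3h, and Plk1 at MII.

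In the endomembrane list of 10 genes, 7 were called over all genes at each of polyA GV, GV3h and MII, and 10, 7 and 7 over the list alone. At RiboMinus GV 4 and 5 were called, and at RiboMinus MII 7 and 7. Rab5a and Rab5b were higher in all 5 contrasts, with log2 fold changes from 1.05 to 1.98 and from 1.20 to 2.38. Eea1 was lower in the 3 polyA contrasts and at RiboMinus MII, with −0.59 to −1.44, and Rab7 was lower at polyA GV, GV3h and RiboMinus GV, with −0.91 to −1.26. Female sums called 0 of the 7 genes at polyA GV, 5 of 7 at GV3h, 2 of 7 at MII and 0 of 4 at RiboMinus GV. Rab5a, Rab5b, Eea1 and Rab7 were among those at GV3h, and Eea1 at MII. Over the 3 lists, 0 of the 94 called values changed direction under library totals or under DESeq2 size factors. Of the 94, 11 and 3 lost their call. Each scaling moves all genes of a contrast by a similar amount, so the absence of reversals shows little.

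Whether the library types gave the same genotype changes was compared across genes, which are not independent replicates. At GV the log2 fold changes of polyA and RiboMinus libraries had a Spearman rho of 0.78 over 13939 genes, and 3480 of the 3512 genes called in both had the same sign. At MII rho was 0.314 over 12382 genes, and 1216 of 1537 had the same sign. Within polyA libraries, GV and GV3h had a rho of 0.876, with 4758 of 4765 shared calls of the same sign. GV and MII had 0.504, with 2198 of 2382 of the same sign, and GV3h and MII 0.457, with 2506 of 2916. In RiboMinus libraries GV and MII had a rho of 0.503, with 1742 of 1831 of the same sign. Of 11833 genes tested in all 5 genotype contrasts, 278 were called higher in all, 356 lower in all, and 1014 were called higher in one contrast and lower in another. Changes of at least 2-fold in all 5 were seen for 99 higher and 58 lower genes, Exosc10 among the latter.

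The stage contrasts ask how the transcriptome of each genotype changed as oocytes matured. In the polyA stage contrasts and interactions too, changes in poly(A) tail and in amount cannot be separated. From GV to GV3h, 66 of 12716 genes were called in controls (45 higher, 21 lower) and 86 of 14280 in cKO oocytes (53 higher, 33 lower). With counts summed per female, the control contrast called 2 genes, with 755 at an unadjusted p under 0.05. They were Coro2b and Gm47877, both lower at GV3h and both looked up after the count was seen. The cKO contrast called 0, with 274 at an unadjusted p under 0.05. From GV to MII, 7961 of 12561 genes were called in polyA controls (3782 higher, 4179 lower) and 9887 of 13217 in cKO oocytes (4378 higher, 5509 lower). Female sums called 6681 and 6910. In RiboMinus libraries, 5042 of 16340 genes were called in controls (2459 higher, 2583 lower) and 2770 of 17234 in cKO oocytes (1275 higher, 1495 lower). Each female gave oocytes of 1 stage, so females are nested in stage. In RiboMinus controls, with 1 MII female, stage and female cannot be separated, and female sums of the RiboMinus cKO contrast called 0 genes, with 3654 at an unadjusted p under 0.05.

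Scaling by library totals also moved the GV to MII contrasts. Higher calls were 47.5% with TMM and 31.6% with library totals in polyA controls, and 44.3% and 27.9% in cKO oocytes. The median log2 change moved from −0.078 to −0.459 in controls and from −0.171 to −0.619 in cKO oocytes.

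The interactions ask whether the stage change differed between genotypes. From GV to GV3h, 15 of 15635 genes had a different change, 12 more positive in cKO oocytes and 3 more negative. The 3 were Aatf, Unc5a and Slc16a11, with interaction log2 values of −0.78, −0.86 and −1.59. The 12 included Gm26917, Gm26695 and Sox15, with 7.70, 5.02 and 4.83. All were looked up after the count was seen. At GV, Gm26917 was at 115 to 197 CPM in control female V856 and at 0.163 to 4.19 CPM in control female V889, so its value depends on which control females are used. From GV to MII in polyA libraries, 2287 of 15546 genes differed, 1484 more positive and 803 more negative. The share of more positive calls was 64.9% with TMM and 52.1% with library totals. Across 12143 genes the stage changes of control and cKO oocytes had a Spearman rho of 0.846. Among 1360 genes with a more positive change in cKO oocytes, 924 were called as falling in controls. In cKO oocytes 594 of them were called as falling and 530 as rising. Their median log2 changes were −1.10 in controls and −0.04 in cKO oocytes. Among 688 genes with a more negative change, 341 were called as rising in controls and 427 as falling in cKO oocytes. Their medians were 0.58 and −0.76. Both sets were selected by the interaction itself, so these values describe them and test nothing. In RiboMinus libraries, 2837 of 19110 genes differed, 1500 more positive and 1337 more negative, and the stage changes had a rho of 0.23 over 15606 genes. Fitted on female sums, the polyA interactions called 0 genes at GV3h, with 480 at an unadjusted p under 0.05, and 13 at MII.

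The rRNA files address whether ribosomal RNA precursors differed between genotypes. At GV the log2 ratio of spacer to mature counts was −7.36 ± 1.62 (SD, n = 7) in cKO oocytes and −9.86 ± 0.43 (n = 8) in controls. The difference of 2.50 had a two-sided exact permutation p of 0.00435, and 6 of the 7 cKO oocytes lay above the highest control. The cKO females differed: ratios were −6.45 to −6.2 in V1131, and −10.31, −8.94 and −7.01 in V1126. Without V1131 the difference was 1.10, with an exact permutation p of 0.17, so most of the rise comes from that female. Spacer CPM, relative to the mature rRNA counts of the oocyte, was 8710 ± 5360 in cKO oocytes and 1120 ± 362 in controls. With female means, 2 against 2, the difference was 2.32 with an exact p of 0.333, the smallest this design allows, so it cannot reach 0.05. At MII the ratio was −9.99 ± 0.33 (n = 4) against −10.16 ± 0.17 (n = 3), a difference of 0.17 with an exact permutation p of 0.4. The smallest p this design allows is 0.0571. Whether the genotype difference itself differed between GV and MII was not tested.

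The spacers did not all change alike. At GV the 5′ETS took 6850 ± 4720 CPM of all rRNA counts in cKO oocytes (n = 7) and 179 ± 184 in controls (n = 8), with an exact permutation p of 0.00124, adjusted 0.00434. ITS1 took 712 ± 399 and 49.6 ± 65.3, with an exact p of 0.000932, adjusted 0.00434. ITS2 took 1040 ± 372 and 891 ± 130, with an exact p of 0.333, which is within the spread between oocytes. The 3′ETS had at most 23 counts in an oocyte, and its means of 10.4 and 3.55 CPM had an exact p of 0.0286, adjusted 0.0667. At MII the 5′ETS took 626 ± 154 CPM in cKO oocytes (n = 4) and 58.7 ± 25.4 in controls (n = 3). ITS1 took 120 ± 36.6 and 6.52 ± 0.272 there, and ITS2 251 ± 64.6 and 809 ± 89.7. Each of these 3 MII comparisons had an exact permutation p of 0.0571, the smallest possible, so no test there could pass 0.05.

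**Figure D3:**
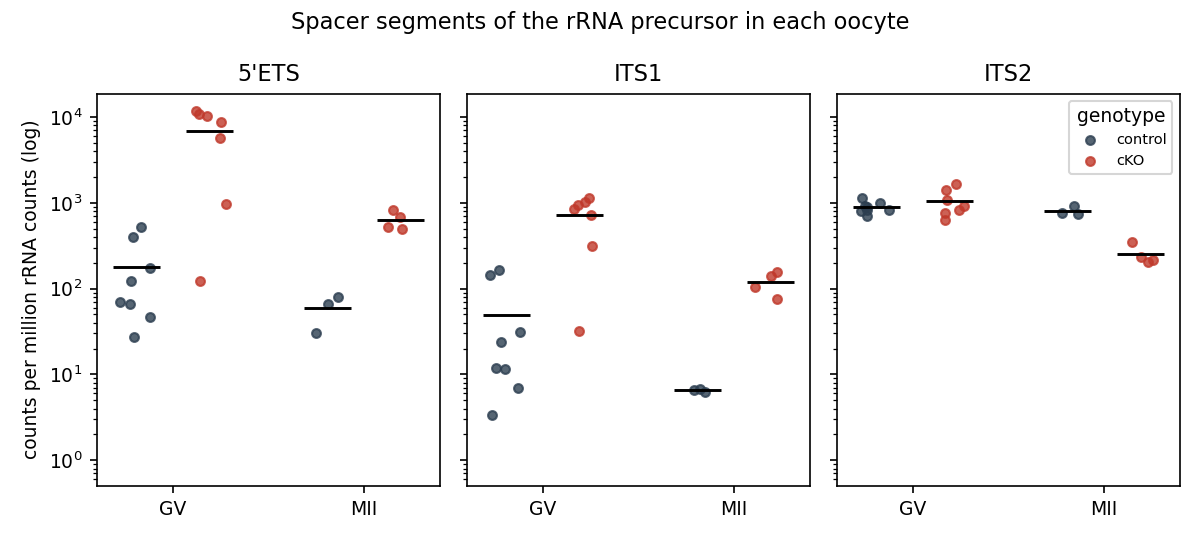
CPM of all rRNA counts (vertical axis, log) on 5′ETS, ITS1 and ITS2 in each oocyte at GV and MII, for controls and cKO oocytes, with horizontal bars at the group means. The 5′ETS mean was 6850 CPM in GV cKO oocytes and 179 in GV controls, and the ITS2 mean was 251 in MII cKO oocytes and 809 in MII controls.

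Gene classes fixed by symbol address RNAs that the nuclear exosome processes, with mitochondrial RNA as a class outside the nucleus. The snoRNA share of polyA counts was 0.00125 ± 0.000289% in GV cKO oocytes (n = 15) and 0.000436 ± 0.000177% in controls (n = 7), a log2 ratio of 1.52 with an exact permutation p of 1.17e-05, the smallest possible, adjusted 8.8e-05. At GV3h the log2 ratio was 2.30 (exact permutation p of 2.65e-05, the smallest possible, adjusted 0.000122), and at MII 1.15 (exact permutation p of 3.26e-05, adjusted 0.000122). The histone share rose at polyA GV, GV3h and MII by log2 ratios of 0.71, 0.53 and 1.10, with adjusted exact permutation p-values of 0.00559, 0.00748 and 6.12e-05. The raw p at MII, 4.08e-06, was the smallest possible. Mitochondrial shares did not pass the adjustment in any of the 5 contrasts, with adjusted exact permutation p-values from 0.0542 to 0.705. At RiboMinus MII the smallest possible exact p is 0.0571, so no class could pass there.

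At RiboMinus GV no class passed the adjustment, and at RiboMinus MII none could. The snoRNA log2 ratios were 0.14 at GV and −1.0 at MII, with adjusted exact permutation p-values of 0.593 and 0.257. At RiboMinus GV the snoRNA shares were 0.0138 ± 0.00301% in cKO oocytes (n = 7) and 0.0125 ± 0.00497% in controls (n = 8). The snoRNA rise was thus seen only in polyA libraries, where this class took a far smaller share of counts. The histone share at GV had a log2 ratio of 0.59 and the mitochondrial share −0.68, both with an adjusted exact permutation p of 0.0542. With female means as replicates, the snoRNA log2 ratios in polyA libraries were 1.49, 2.29 and 0.99, with exact permutation p-values of 0.333, 0.1 and 0.1. These are the smallest that 2 against 2 or 3 against 3 females allow, so no test on female means could pass 0.05.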

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

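The tests of depth behind the 4 oocytes that stood apart from their groups were chosen only after those results were seen. The other tests in this part were written down before their results.

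The change from GV to MII differed between genotypes for 2287 genes in polyA libraries and 2837 genes in RiboMinus libraries, and the change from GV to GV3h differed for 15 genes, each by the interaction term of an edgeR fit. After all libraries of a fit were thinned to the smallest total, 2229, 2727 and 14 genes were called, 2105, 2561 and 14 of them among the first. After correction for GC content and length, 2258, 2863 and 16 were called, 1857, 2314 and 13 of them among the first. Depth, GC content and length therefore do not fully account for the shared genes. Without the 20 genes with the most counts, 2282, 2848 and 15 were called. TMM factors already give little weight to such genes, so this last refit shows little. When genotype labels were shuffled among the oocytes of each stage, 1 of 100 arrangements, the real one, gave as many genes for the polyA change to MII and 1 of 100 for the RiboMinus change. For the change to GV3h 2 of 100 did. The highest other arrangement gave 345, 2672 and 125 genes, so for the RiboMinus change one came near the real count and for the change to GV3h one went far past it.

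Other explanations of these interactions remain open. GV and MII oocytes came from different females, and the fits on female sums called 13 genes for the polyA change to MII and 0 for the change to GV3h. For the latter 480 genes had an unadjusted p under 0.05. The RiboMinus interaction rests on 1 control female at MII. At polyA MII the share of counts on follicle cell markers was 0.0444% in cKO oocytes and 0.0503% in controls, lower in the cKO, with an adjusted exact permutation p of 0.00543. Less RNA from surrounding cells in cKO oocytes could therefore contribute to lower values at polyA MII. The fit on female sums takes females as replicates, so its 13 calls allow for differences between them. Those with the smallest adjusted p, looked up after the count was seen, were Tm2d1, Elobl and Cetn2. Their interaction log2 values were 2.83, 2.04 and 2.88, with edgeR adjusted p-values of 0.00259, 0.00468 and 0.00709. The other interaction calls cannot be told apart from differences between females.

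Of 1361 polyA genes with a more positive change in cKO oocytes, 859 were called higher at MII and 557 lower at GV. Of 694 with a more negative change, 345 were called lower at MII and 390 higher at GV. In RiboMinus libraries, 879 of 1168 genes with a more positive change were called higher at MII, and 753 of 1247 with a more negative change were called lower at MII. These genes were selected by the same fits, so the splits describe them and test nothing, and they run in both directions.

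In the RiboMinus MII cKO group (n = 4), oocyte V1166_1 had 62675760 counts, and the next had 25149258. Without it the genotype contrast called 3333 genes, within 1.5 times the 3949 called with it, so its depth did not carry that count. In the same group, oocyte V1166_2 had the highest mitochondrial share, 6.69% (95% Wilson interval 6.67 to 6.70%), and the next had 2.69%. It ranked 4 of 4 by total counts, and the 3 MII controls, with fewer counts, had at most 5.34%. Total counts alone thus did not give a share as high, but controls differ in genotype. Low input was not tested, so this share cannot be told apart from an effect of depth or input. The rules for this oocyte and for V995_2, described next, were changed after their values were known, and the earlier rules had ruled depth out. No biological explanation was tested for either oocyte.

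In the polyA GV3h controls (n = 8), oocyte V995_2 had the highest histone share, 0.0338% (95% Wilson interval 0.0321 to 0.0355%), and the next had 0.0214%. Its total of 4638718 counts was the lowest of the group. Across the 8 controls the share and the log2 total had a Pearson r of −0.52 (exact permutation p 0.194) and a Spearman rho of −0.48 (exact permutation p 0.243). Without the 2 oocytes farthest from the median total, V995_2 among them, r was 0.25. The 2 other controls with at most 5% more counts, V982_2 and V995_1, had at most 0.0213%, within the range of the rest, so total counts alone do not account for its share. Low input was not tested, and the share cannot be told apart from it. Each control female had at most 4 oocytes, too few to repeat it within females.

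In the rRNA MII cKO group (n = 4), oocyte V1167_2 had 1344559 counts, and the next had 844061. Without it the difference of log2 spacer ratios was 0.25, against 0.17 with it. Neither passes a test that cannot go below an exact p of 0.0571, so an effect of depth cannot be told apart here. The total rRNA counts themselves differed between genotypes at MII with an exact permutation p of 0.0571, the smallest possible. At GV no difference in totals was detected, with an exact permutation p of 0.434. The spacer ratio was not recomputed at equal depth, so an effect of depth on the GV difference is not fully excluded.

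For such oocytes, 42 combinations of a measure and a group of 4 to 10 oocytes were checked. Chance puts about 1 in 20 combinations beyond the limit used, or 2.1 of 42, and 4 were found. The same oocytes recur across measures, so the combinations are not independent.

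Reads outside annotated genes, which no comparison of the report uses, took 12.3 ± 0.761% of reads in polyA GV3h cKO oocytes (n = 11) and 11 ± 1.02% in controls (n = 8). The exact permutation p was 0.00691, adjusted 0.0345 over 5 contrasts, and 3 of the 11 cKO oocytes lay above the highest control. In the other contrasts the adjusted exact permutation p-values ranged from 0.0711 to 0.137, and the RiboMinus MII share was lower in cKO oocytes (9.01% against 11.5%). The total counts of the GV3h groups also differed, with an exact permutation p of 7.94e-05. The measure is a share of reads, which need not change with depth, and its relation to depth across oocytes was not tested. Depth is therefore neither shown to be the cause nor excluded.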

How the results depend on the processing

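All alternatives were fixed before the data were examined, except for scaling by library totals, pairs of females formed by number as a covariate in 3 kinds of fit, and leaving out single oocytes in the RiboMinus stage contrasts and interaction, which were chosen after seeing the data. No test in this part was chosen only after its result was seen.

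Over 440 values of named genes under alternatives, 0 reversed and 18 lost their adjusted p under 0.05 in the same direction. Those 18 all came from counts summed per female, the voom fit, or leaving out female V1131, without which Wnt9a, Gm10801 and Gm10800 lost their call at RiboMinus GV. Apart from Exosc10, the named genes were selected in these data for large changes and separate female means, so the absence of reversals shows little. In 4 cases the gene failed the filter and has no value: Trap1a at polyA GV without V888, Zfp622 at GV3h without V946 or V993, and Igf1os at GV3h with a mean of at least 50 counts. Among the main counts and differences, 150 values under alternatives kept their direction and side of the threshold or stayed within 1.5 times the main count. Of the others, 45 counts moved further than that, 9 differences lost their p under 0.05 and 4 reversed.

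Summing counts per female changed the most results. It called 1 gene in place of 5908 at polyA GV (3446 at an unadjusted p under 0.05), 3 in place of 5774 at RiboMinus GV (4859), and 2522 in place of 4727 at polyA MII. For polyA GV to GV3h it called 2 genes in controls (755 unadjusted) and 0 in cKO oocytes (274 unadjusted). For RiboMinus cKO GV to MII it called 0 (3654 unadjusted). The interactions gave 0 at GV3h (480 unadjusted) and 13 at MII (2239 unadjusted). Simulated data at this design gave 46 calls with 2 females against 2 when no female variation was added and 4 when it was. In those simulations, run without repeats, calls were fewer with the added variation. The simulated spread between oocytes already held differences between females. How much of the loss in the real data such differences explain was not tested. At polyA GV3h the same setting called 6681 genes, close to the 7556 of the oocyte fit.

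A limma voom fit with the female as a random block called 1379 genes at polyA GV (443 higher, 936 lower) and 2725 at RiboMinus GV (1123 higher, 1602 lower). The higher share was 32.1% and 41.2%, against 54.3% and 56.2% with edgeR. The correlation of oocytes of one female was 0.338 and 0.194 in these contrasts and 0.058 to 0.117 in the other 3. DESeq2 called 147, 223 and 67 genes for the control and cKO changes from GV to GV3h and their interaction, in place of 66, 86 and 15. One fit of all RiboMinus groups called 6620 genes at RiboMinus MII in place of 3949, and no filter on low counts called 15709 genes for polyA cKO GV to MII in place of 9887. For the voom fit at polyA GV, adding pairs of females by number as a covariate gave 4955 calls, 49.1% of them higher. Differences between these pairs thus go with part of its loss and of its changed split. The cause was not tested for the other changes.

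Fits that each left out 1 female, or 1 oocyte where groups had 5 or fewer, gave from 2835 to 6967 genes at polyA GV, 5906 to 8006 at GV3h, 2325 to 4623 at MII, 103 to 8586 at RiboMinus GV and 2328 to 3835 at RiboMinus MII. The stage contrasts gave from 49 to 376 (control GV to GV3h), 34 to 1548 (cKO GV to GV3h), 6324 to 8287 (polyA control GV to MII), 9089 to 9867 (polyA cKO GV to MII), 3098 to 4762 (RiboMinus control) and 203 to 4150 genes (RiboMinus cKO). The interactions gave from 1 to 604 (GV3h), 764 to 4355 (polyA MII) and 1367 to 3826 genes (RiboMinus MII). The rRNA difference ranged from 1.10 to 3.54 at GV, with exact permutation p-values from 0.00404 to 0.17, and from −0.10 to 0.43 at MII.

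For rRNA at GV, ITS2 over 18S alone gave a difference of 0.31 (exact permutation p 0.222) and female means gave 2.32 (exact p 0.333, the smallest possible). The other spacers over 18S were higher by 5.12 (5′ETS), 4.52 (ITS1) and 1.66 (3′ETS). At MII the difference reversed for ITS2 (−1.35, exact permutation p 0.0571, the smallest possible) and for 3′ETS (−0.28), while 5′ETS gave 3.81 and ITS1 4.16. The summed ratio at MII thus adds spacers that moved in opposite directions. With female means the snoRNA log2 ratios were 1.49, 2.29 and 0.99 and the histone log2 ratios 0.61, 0.58 and 0.97 at polyA GV, GV3h and MII. No exact test on female means can pass 0.05 in these designs. The mitochondrial log2 ratio at polyA MII, 0.05, reversed to −0.15.

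With pairs of females formed by number as a covariate, 6872 genes were called at polyA GV, 5835 of them among the 5908, and 7858 at GV3h, 7433 of them among the 7556. With that covariate, female sums called 685 genes at polyA GV, 675 of them among the 5908, and 6417 at GV3h. The voom fit called 4955 and 7970. At polyA GV the pairs thus raised the count of every kind of fit. The voom count rose from 1379, and 4668 of its 4955 calls were among the 5908. The count of female sums rose from 1 but stayed far under 5908.

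No paired analysis was possible because the labels pair no cKO female with a control female, and the pairs above are a guess from the female numbers, which are consecutive for both pairs at GV and for 1 of 3 at GV3h. Spike-in scaling was not run, nor were fits without libraries under 500000 counts, since 0 libraries fell under that limit. Female sums for RiboMinus MII genotype, RiboMinus control GV to MII and the RiboMinus interaction were not run, because the MII controls came from 1 female, V1145, and leaving that female out was impossible. Depth limits the 3′ETS, with at most 23 counts per oocyte.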

Other observations

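The comparison of genes detected was chosen only after the numbers of detected genes were seen. The other tests in this part were written down before their results.

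Splits of the oocytes of each contrast into groups of the same sizes were refitted with edgeR. At polyA GV, GV3h and MII and at RiboMinus GV, 1 of 100 splits, the real one, gave as many called genes, and at RiboMinus MII 1 of 35. The highest other splits called 536, 3852, 384, 2574 and 0 genes. For the stage contrasts 1 of 100 did so, except that 4 of 100 did for polyA cKO GV to GV3h, where another split gave 3610 genes. Splits that keep the oocytes of a female together are the stricter comparison. As many genes came from 1 of 3 such splits, the real one, at polyA GV, 1 of 10 at GV3h, 1 of 10 at MII, 1 of 3 at RiboMinus GV and 1 of 3 at RiboMinus MII. None of these can go under a share of 0.05, so genotype cannot be told apart from differences between females by this count alone. The highest other split called 3752 genes at polyA GV, 1346 at GV3h, 1359 at MII, 3 at RiboMinus GV and 2 at RiboMinus MII. The 3752 genes came from setting females V856 and V857 against V888 and V889.

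Within one genotype, females also differed. The polyA GV cKO females V857 and V888 differed in 6189 of 14866 genes, more than the 5908 of the genotype contrast, and 1 of 100 splits of their oocytes gave as many. Control females V856 and V889 differed in 769 genes, the most among 35 splits (1 of 35). For RiboMinus GV, cKO females V1126 and V1131 differed in 12 genes (1 of 35 splits) and control females V1132 and V1133 in 22 genes (2 of 35 splits, so chance remains). Across 13078 genes, the V857 to V888 differences followed those between V856 and V889 with a Spearman rho of 0.367. Of 487 genes called in both pairs, 449 had the same sign. Genes are not independent replicates. A batch shared by females with neighbouring numbers is a candidate explanation of part of the difference, and the labels give no batch. Each such pair held 1 cKO and 1 control female, but with 5 and 3 oocytes in one pair and 10 and 4 in the other, so the genotypes were not balanced over it by oocyte.

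Oocyte libraries can carry RNA of the surrounding follicle cells. A list of 16 markers written before the test took shares of counts that did not differ between genotypes at polyA GV and GV3h (adjusted exact permutation p 0.688 and 0.592) or at RiboMinus GV (0.2). At RiboMinus MII the adjusted exact permutation p was 0.688, in a design that cannot pass 0.05. At polyA MII the share was lower in cKO oocytes, 0.0444% against 0.0503%, with an adjusted exact permutation p of 0.00543. Part of the polyA MII falls may therefore come from this source. A lower share of such RNA gives no direct account of the 2388 rises.

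More genes were detected in cKO oocytes after the libraries of each contrast were thinned to one total. The excess was 1708 genes at polyA GV, 1932 at GV3h, 1648 at MII, 1899 at RiboMinus GV and 3482 at RiboMinus MII. The exact permutation p-values were 1.17e-05 and 2.65e-05 (each the smallest possible), 8.16e-06, 0.00186 and 0.0571 (the smallest possible), and over the 5 contrasts the adjusted values were 2.93e-05, 4.41e-05, 2.93e-05, 0.00233 and 0.0571. All 15, all 11, 14 of 15, 6 of 7 and all 4 cKO oocytes lay above the highest control. Depth therefore does not account for the excess in the first 4 contrasts. With female means the exact permutation p-values were 0.333, 0.1, 0.1 and 0.333, which no such design can improve. As a hypothesis, loss of Exosc10 may let low-abundance RNAs persist. Differences between females are not excluded.

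A genotype score was the mean log2 CPM of the 100 most significant rises at polyA GV3h minus that of the 100 most significant falls, with an average log2 CPM of at least 5. Across 15 polyA GV cKO oocytes it ranged from −1.43 to 0.26, against −3.71 to −3.10 in 7 controls. Its Pearson r was 0.43 with Exosc10 CPM (permutation p 0.125, adjusted 0.25, Spearman rho 0.29 with p 0.297), −0.10 with log2 total counts (p 0.692, adjusted 0.692, rho 0.03 with p 0.914) and −0.22 with the follicle marker share (p 0.422, adjusted 0.563, rho −0.41 with p 0.128). Without the 2 oocytes farthest from the median, r was −0.15, −0.08 and −0.65. In the 10 oocytes of V888 alone r was 0.28, −0.60 and 0.05, and V857 had too few oocytes. None of the 3 relations had an adjusted p under 0.05 over the 15 oocytes. As r moved with the oocytes included, a relation with depth or follicle RNA is not excluded. The adjustment covers 4 relations, these and the one on Gm26917.

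Among 7 RiboMinus GV cKO oocytes, V1126_3 scored −3.50 and V1126_2 −2.60, against a control range of −3.83 to −3.09, while the other 5 scored from −0.78 to −0.33. Their Exosc10 levels, 4.23 and 8.23 CPM, were far under the lowest control, 94.9 CPM, and their 5′ETS counts were 97 and 1061, against 5769 to 12281 in the other 5. Because these oocytes form separate clusters, no relation among them was tested and no explanation was tested.

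Gm26917 is known to share sequence with ribosomal RNA, which was not checked here. Across 8 RiboMinus GV control oocytes its log2 CPM and the log2 spacer ratio of the same oocytes had a Pearson r of 0.96 (exact permutation p 0.000347, adjusted 0.00139 over 4 relations) and a Spearman rho of 0.93 (exact permutation p 0.00223). Without the 2 oocytes farthest from the median ratio r was 0.88. With 4 oocytes per female it could not be repeated within females. Reads from rRNA precursors are thus a candidate source of Gm26917 counts, which would make its rise in cKO oocytes a sign of those precursors. In polyA GV controls it ranged from 115 to 197 CPM in female V856 and from 0.163 to 4.19 CPM in female V889.

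Genes called in the same direction in all 5 genotype contrasts could lie near Exosc10 if linked strain variants caused the changes. Among the 200 nearest tested genes 4% were so called, against 5.4% of the rest, with a one-sided Fisher exact p of 0.846, so linkage showed no excess.

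Whether cKO oocytes resembled a later stage was tested by correlating the genotype change with the control GV to MII change of oocytes outside the contrast, across genes. Spearman rho on female means was −0.159 at polyA GV, −0.117 at GV3h, 0.105 at MII, −0.032 at RiboMinus GV and 0.195 at RiboMinus MII. Among splits that keep females together, 2 of 3, 5 of 10, 3 of 10, 2 of 3 and 2 of 3 gave a rho as large in size. With 3 or 10 splits no share can go under 0.05, so a shift along the GV to MII change can be neither shown nor excluded, and these values cannot be told apart from differences between females.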
